A study of Danio rerio with 9 samples. Its data were reported in "Inhibition of FGF receptor blocks adaptive resistance to RET inhibition in CCDC6-RET–rearranged thyroid cancer" (2022).

How the data were processed

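RNA of thyroid tumors from transgenic zebrafish was sequenced by the authors, with 4 CCDC6-RET tumors (replicates 2, 3, 5 and 6) and 5 BRAF(V600E) tumors (replicates 1, 2, 3, 6 and 7). Per the labels, total RNA was taken from visible tumors and libraries followed the Illumina TruSeq protocol with paired-end reads, and the study's methods give another read length than the labels do. The labels do not say whether each library came from a separate fish, so p-values measure the spread between these samples. Dissection, sequencing run, sex and clutch were not given in the sources used here, so a run or dissection that differed between the groups cannot be told apart from the transgene. The labels name both groups adult, and the study's methods give no age at collection for the sequenced tumors. In the study CCDC6-RET fish formed tumors at a higher rate than the BRAF(V600E) fish it followed. A difference in fish age or tumor age between the groups therefore cannot be told apart from the transgene either. The BRAF(V600E) fish came from an earlier model, and the CCDC6-RET transgene was put into fish with a red thyroid reporter, so the lines may differ beside the oncogene. The BRAF(V600E) fish followed for tumor onset in the study carried a p53 mutation, the labels do not say whether the sequenced tumors did, and such a difference cannot be told apart from the oncogene.

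A single deposited table was analysed. Its deposited counts are whole numbers per gene and library that the authors made by aligning reads to GRCz10 with STAR (version 2.3 in the submitters' processing notes, a later release in the study's methods). The counting tool, its use of strand and the annotation release were not given in the sources used here, so reads of overlapping or antisense genes cannot be assigned with certainty. The table also holds the authors' size-factor normalized values (signal: counts divided by a size factor per library, and their mean). It holds the authors' DESeq2 log2 fold changes with standard errors, the Wald statistic of the authors (a score), and the authors' p-values with adjusted p-values. The deposited log2 fold changes look moderated, with a largest standard error of 1.22, and 724 deposited p-values are NA. These columns were counted at the same thresholds, and no test was run on them. Positions are those of the file, on GRCz10, and describe whole genes.

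The table held 27158 genes. Counts as deposited were analysed with edgeR 4.0.16 (R 4.3.3). Low genes were removed with filterByExpr (minimum count 10), which left 18453 genes, and libraries were scaled with TMM, with factors of 0.896 to 0.976 in CCDC6-RET and 1.03 to 1.12 in BRAF(V600E) libraries. A quasi-likelihood F test (estimateDisp, robust glmQLFit, glmQLFTest) compared the groups with no covariate, as the study names none. Calls had a Benjamini-Hochberg adjusted p under 0.05, and the standard error of a log2 fold change was its size divided by the root of F. Normalized read counts are CPM on the scaled library sizes. A count of 0 over all 4 CCDC6-RET libraries allows up to 3 counts, or 0.0684 CPM, and folds against such genes are lower bounds at that floor over the group. With 1 to 3 counts the ratio is given with an exact 95% counting interval. Intervals and floors cover counting error only.

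Lists of genes for thyroid function, signalling pathways, proliferation and the cell types near the gland (33 lists, 1042 entries) were fixed before the data were examined. Entries were matched by symbol in the file (917 entries) or by the reference's current symbol or synonym (40 entries), and 85 were not matched. A synonym that is itself the current symbol of another gene was not used, a rule tightened after tpo had been matched to a thrombopoietin gene. The study's published signature had been read first, so the photoreceptor, lens, neuron, pituitary and neuropeptide, germ cell, motile cilia, proliferation and thyroid lists were partly prompted by it. Lists with 5 or more tested members (31 lists) were tested with camera (limma 3.58.1) on voom values with a preset inter-gene correlation of 0.01, adjusted over lists. Ranges of adjusted p for lists cover the camera alternatives, since fry tests a list against no change and not against other genes.

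Named genes followed a rule also fixed before the data were examined. It took ret, braf, ccdc6a, ccdc6b and tg, then the 12 largest rises and 12 largest falls with adjusted p under 0.05, at least 10 CPM in the higher group, no overlap of the groups and no clone-type symbol. It further took up to 4 members with the smallest p of each list that passed camera, up to 2 of each other list, and any called member of the thyroid function, ERK output and FGF signalling lists. The genes printed are part of those the rule names and were picked from them after their values were seen. Genes outside the rule are named in the closing section as chosen after their values were seen.

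The steps were tested on simulated counts with the group sizes, means, library sizes and dispersions of these libraries. With 200 of 18015 genes changed, the test called 72% of 100 genes changed by a log2 fold of 2 and 19% of 100 genes changed by a log2 fold of 1, with 6 calls among 17815 unchanged genes. With every gene at its fitted group means, 99.9% of 12459 calls had the right sign. Libraries of the same group were not duplicates, since the chi-square per gene between them was 22 or more. Alternatives fixed in advance were RLE size factors, total counts, scaling without the 50 most abundant genes, no filter, a DESeq2 1.42.0 Wald test, limma-voom with quality weights, the replicate number as a block, leaving out each library, the skeletal muscle list as a covariate, stricter thresholds, and for lists an estimated correlation and fry. Scaling on ribosomal protein genes and a fit of the 6 libraries with shared numbers without pairing were added after the data were seen.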

Results

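Gene expression was measured by RNA sequencing in thyroid tumors of transgenic zebrafish. In 4 libraries the thyroglobulin promoter of the fish drove human CCDC6-RET, a fusion kinase found in thyroid cancer, and in 5 libraries the same promoter drove BRAF(V600E), an activated form of the kinase BRAF. Total counts per library ran from 8662544 (CCDC6-RET tumor 3) to 13596477 (CCDC6-RET tumor 2), and BRAF(V600E) libraries lay between 10656967 and 13354953. At least 1 count was seen for 20691 to 21407 genes in CCDC6-RET libraries and for 23453 to 23916 genes in BRAF(V600E) libraries. The comparison asked which genes are expressed at other levels in RET-driven than in BRAF-driven thyroid tumors. All fold changes are CCDC6-RET minus BRAF(V600E) on the log2 scale, with the standard error after ±. Normalized read counts (CPM, on a common library size) and shares of counts are means with the SD after ±, over 4 CCDC6-RET and 5 BRAF(V600E) libraries.

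The fish genes that correspond to the transgenes do not check the labels, since CCDC6-RET is a human sequence and the study's methods do not give the species of the BRAF(V600E) sequence. Fish ret, the receptor kinase gene (ENSDARG00000055305, chromosome 13, 25454106 to 25502306, GRCz10), was lower in CCDC6-RET tumors, at 0.270 ± 0.131 CPM against 3.98 ± 1.21 CPM, with a log2 fold change of -3.89 ± 0.44 (edgeR quasi-likelihood test, Benjamini-Hochberg adjusted p = 4.12e-05). Its values were 0.151, 0.385, 0.162 and 0.381 CPM in CCDC6-RET tumors 2, 3, 5 and 6, and 4.57, 4.64, 5.13, 3.44 and 2.12 CPM in BRAF(V600E) tumors 1, 2, 3, 6 and 7. The ret values rest on 11 counts over all CCDC6-RET libraries against 240 over BRAF(V600E) libraries. Markers of many other tissues were lower in the same CCDC6-RET libraries, as given below. Fish braf (ENSDARG00000017661, chromosome 4, 12075927 to 12103187) had 18.3, 14.1, 19.9 and 10.9 CPM in those CCDC6-RET tumors and 22.2, 24.1, 18.6, 25.8 and 24.6 CPM in those BRAF(V600E) tumors, a log2 fold change of -0.54 ± 0.20 (edgeR adjusted p = 0.0295). The fish copies of the fusion partner, ccdc6a (ENSDARG00000043334, chromosome 17, 20654127 to 20676162) and ccdc6b (ENSDARG00000017595, chromosome 12, 7575660 to 7605029), were higher in CCDC6-RET tumors by 0.49 ± 0.11 and 0.62 ± 0.13 (edgeR adjusted p = 0.00275 and 0.00222). In the same order, ccdc6a had 81.5, 60.6, 67.7 and 78.4 CPM against 49.6, 50.2, 54.1, 50.4 and 52.1 CPM, and ccdc6b had 27.6, 28.0, 28.2 and 36.5 CPM against 21.9, 17.2, 19, 19.5 and 20.3 CPM. The braf call ended without CCDC6-RET tumor 3 (edgeR adjusted p = 0.0593), CCDC6-RET tumor 6 (0.0554), BRAF(V600E) tumor 2 (0.0533) or BRAF(V600E) tumor 6 (0.0594). It also ended in limma-voom (0.0562), with the replicate block (0.0965) and in the 6 libraries with shared numbers fitted unpaired (0.0591), and its adjusted p ran from 0.00257 to 0.0965 over the alternatives other than the muscle covariate. With libraries scaled on ribosomal protein genes neither ccdc6 gene passed, at -0.06 and 0.04 (edgeR adjusted p = 0.795 and 0.854), ccdc6a did not pass with the replicate block (0.0689), and the ranges over the same alternatives were 0.00103 to 0.795 and 0.000687 to 0.854.

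Most genes differed between the tumor types, with most tested genes of cell division, many of thyroid identity and the ETS factor etv4 higher in CCDC6-RET tumors and most tested genes of muscle, skin, ionocytes, skeleton, blood and immune cells lower. The largest rise among the named genes was that of adgrb1b, an adhesion G protein-coupled receptor (ENSDARG00000078529, chromosome 19, 92480 to 107192), at 392 ± 265 CPM against 0.294 ± 0.230 CPM, a log2 fold change of 10.40 ± 0.72. The homeobox genes hoxc3a and hoxc4a were at 9.20 ± 0.45 and 8.01 ± 0.53, the paired-box factor pax6a of eye and pancreas at 7.55 ± 0.83 and the zinc finger factor sp9 at 7.33 ± 0.48. At the other end, the ionocyte factor foxi3b had 0 counts in all CCDC6-RET libraries against 53.8 ± 4.78 CPM, at least 782-fold lower. The ammonia transporter gene rhcga of gill ionocytes (ENSDARG00000003203, chromosome 7, 14045860 to 14057253) was at 0.414 ± 0.263 CPM against 1529 ± 433 CPM, a log2 fold change of -11.88 ± 0.45. The other named rises were SBSPON (9.17 ± 0.98), ush1c (8.86 ± 1.63), 5S_rRNA (8.25 ± 0.49), the Hes-family gene her2 (7.99 ± 0.57), rrad (7.94 ± 0.96), tdrd5 (7.52 ± 0.73) and rgs6 (7.43 ± 0.38). Some of these were uneven between CCDC6-RET tumors, with SBSPON at 19.2 to 471 CPM, rrad at 43.0 to 1432 CPM and ush1c at 2.86 to 341 CPM, each above the highest BRAF(V600E) value of the same gene. Single libraries moved SBSPON to 8.51 without CCDC6-RET tumor 2, ush1c to 7.20 without CCDC6-RET tumor 3, and pax6a to 6.80 without CCDC6-RET tumor 6. Without BRAF(V600E) tumor 7 pax6a was at 8.78 and tdrd5 at 8.73.

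The other named falls were mostly of genes at 0 counts in CCDC6-RET tumors. The potassium channel genes kcnj1a.6 and kcnj1a.5 were at least 1154-fold and at least 690-fold lower, the chemokine gene ccl25a at least 666-fold, the immunoproteasome genes psmb8a and psmb10 at least 622-fold and at least 624-fold, the keratin krt92 at least 493-fold, AHCYL2 (1 of many) at least 430-fold and the myosin light chain myl2b at least 367-fold lower. These bounds set 3 counts over all 4 CCDC6-RET libraries against the BRAF(V600E) level. The carbonic anhydrase ca15c had 1 count in CCDC6-RET tumors, in tumor 5, a ratio of the BRAF(V600E) to the CCDC6-RET level of 5710.3 (95% counting interval 1025 to 225572), and the pyruvate kinase pkmb had 2 counts, a ratio of 4165 (1153 to 34398). All ratios of counts are given in this direction. The models of kcnj1a.5 and kcnj1a.6, of hoxc3a and hoxc4a, and of psmb8a and psmb10 overlap on the genome, and 5S_rRNA has several copies, so the split of reads within these is uncertain.

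In the edgeR quasi-likelihood test, 13298 of 18453 tested genes (72.1%) had a Benjamini-Hochberg adjusted p under 0.05, 6255 of them higher and 7043 lower in CCDC6-RET tumors. For 11950 genes (64.8%) the values of the groups did not overlap, which chance gives for 1.59% of genes. The first principal component of log2 CPM held 83.8% of the variance and separated the groups. Pearson's r across genes, which are not independent replicates, was 0.922 to 0.969 within groups and 0.564 to 0.669 between them. With libraries scaled on ribosomal protein genes, 3055 genes were higher and 8940 lower, so that 25.5% of the calls were higher in place of 47.0%. With the level of skeletal muscle genes as a covariate, which tracks the group almost fully (r = -0.979), 3 genes were higher and 39 lower.

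Of 20 tested genes of thyroid identity and hormone synthesis 11 were higher in CCDC6-RET tumors, by unequal amounts, while 3 were lower and 6 did not pass. The transcription factor pax2a (ENSDARG00000028148, chromosome 13, 29640387 to 29674090) was at 1347 ± 501 CPM against 18.5 ± 10.6 CPM, a log2 fold change of 6.19 ± 0.56. The thyrotropin receptor gene tshr (ENSDARG00000037195, chromosome 20, 5993528 to 6036439) was at 4.96 ± 0.42, the thyroid homeobox genes nkx2.4b and nkx2.1 at 4.43 ± 0.46 and 4.35 ± 0.74, and duox2 and duox, NADPH oxidases that supply peroxide for hormone synthesis, at 4.14 ± 0.51 and 3.59 ± 0.53. The factors foxe1 and pax8 were at 2.81 ± 0.29 and 1.83 ± 0.47, the cadherin cdh16 at 6.46 ± 1.11, the transporter slc5a8l at 1.58 ± 0.42, and CABZ01079847.1, hhex in the reference names, at 65.8 ± 35.1 CPM against 3.82 ± 2.31 CPM. Thyroglobulin, tg (ENSDARG00000020084, chromosome 16, 31572835 to 31640844), the hormone precursor whose promoter drives both transgenes, had a log2 fold change of 0.96 ± 0.55 that did not pass (edgeR adjusted p = 0.141). Its values were 30054, 12209.9, 18808 and 15981 CPM in CCDC6-RET tumors 2, 3, 5 and 6, and 21275, 13374, 5261, 2444 and 7029.6 CPM in BRAF(V600E) tumors 1, 2, 3, 6 and 7. The thyroid hormone receptor thraa, the anion exchanger slc26a4 and the deiodinase dio2 were lower, at -1.51 ± 0.24, -3.40 ± 0.68 and -3.26 ± 1.05. The slc26a4 value rests on 0 to 2 counts per CCDC6-RET library against 5 to 19 per BRAF(V600E) library. The nkx2.1 value rests on 0 to 6 counts per BRAF(V600E) library. These counts were the same adjusted over the list alone. The list passed camera with a preset correlation (adjusted p = 0.0242) and did not with an estimated one (adjusted p = 0.378), with a range of 0.000644 to 0.378 over the camera alternatives other than the muscle covariate. It was partly prompted by genes the study picked from these samples, so its direction is not independent evidence. In the same libraries skeletal muscle genes made up 0.0642% ± 0.00436 against 2.01% ± 0.895 of counts. The tg difference passed with the replicate block, at 1.69 (edgeR adjusted p = 0.0261), and without BRAF(V600E) tumor 1, at 1.44 (0.0293, with a range of 0.0261 to 0.456 over the alternatives other than the muscle covariate). In the 6 libraries with shared numbers fitted unpaired, tg was at 1.46 and did not pass. The slc5a8l call ended with ribosomal scaling (edgeR adjusted p = 0.0721) and with the replicate block (0.0506, range 0.00142 to 0.0721), and the dio2 call in the 6 libraries with shared numbers fitted unpaired, though not with the replicate block (0.0909 and 0.0352, range 1.07e-05 to 0.0909). The dio2 value rests on CCDC6-RET tumor 3, without which it was at -6.59, and without BRAF(V600E) tumor 1 nkx2.1 was at 5.31.

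**Figure D1:**
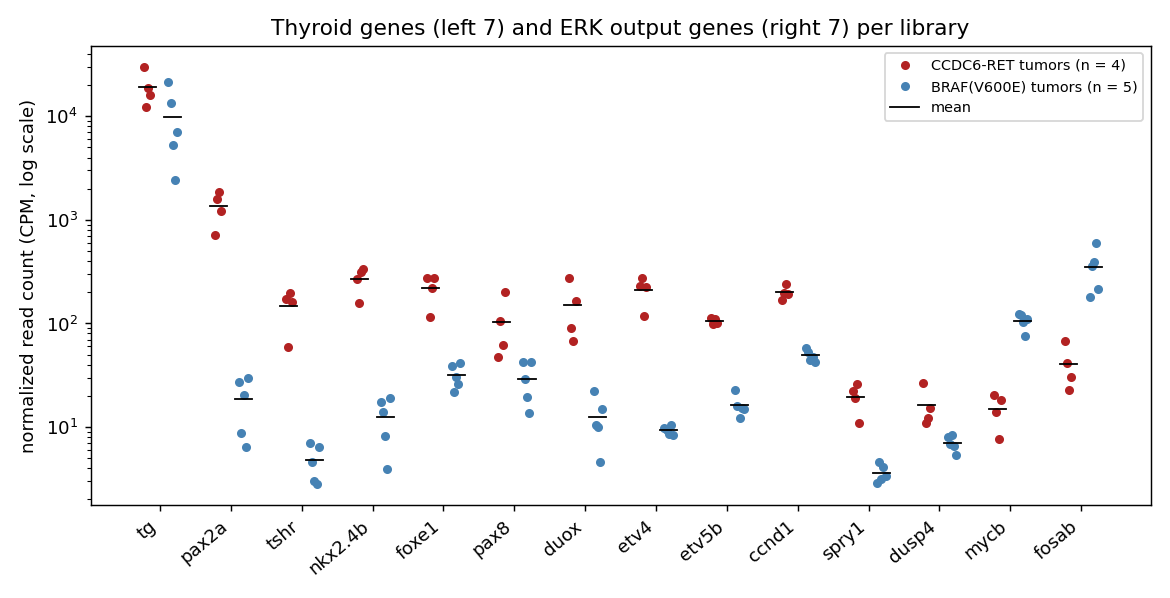
Normalized read counts (CPM, log axis) of 7 thyroid genes and 7 ERK output genes in each of 4 CCDC6-RET (red) and 5 BRAF(V600E) (blue) libraries, with group means as black lines. The groups overlap for tg, which ran from 2444 to 30054 CPM, and stand apart for pax2a, tshr, nkx2.4b, etv4 and etv5b.

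Transcripts that follow ERK activity differed gene by gene. The ETS factor etv4 (ENSDARG00000018303, chromosome 12, 27444735 to 27477334) was at 212 ± 66.8 CPM against 9.31 ± 0.814 CPM, a log2 fold change of 4.51 ± 0.24 (edgeR adjusted p = 1.21e-06). Its relatives etv5b and etv5a were higher at 2.71 ± 0.17 and 1.02 ± 0.13, the feedback inhibitors spred3, spry1 and spred1 at 6.23 ± 0.85, 2.45 ± 0.27 and 1.05 ± 0.11, the phosphatase gene dusp4 at 1.22 ± 0.28, and cyclin D1, ccnd1, at 2.02 ± 0.14. The inhibitor genes spred2a and spred2b went opposite ways. CCDC6-RET tumors had higher spred2a, at 40.4 to 47.2 CPM against 24.9 to 34.6 CPM. They had lower spred2b, at 6.68 to 11.6 CPM against 10.6 to 17.9 CPM. The MYC genes parted, with mycb lower at -2.83 ± 0.29 and myca higher at 2.04 ± 0.60, and the immediate-early gene fosab was lower at -3.11 ± 0.45. Of 29 tested members, 12 were higher and 4 lower, with the same counts adjusted over the list alone, and the list did not pass camera (adjusted p = 0.0806, and 0.378 with an estimated correlation). It passed with ribosomal scaling (0.0496, camera range 0.0496 to 0.378), and the muscle markers given above moved with the groups here too. The dusp4 call ended with ribosomal scaling (edgeR adjusted p = 0.0929) and with the replicate block (0.0509, range 0.000498 to 0.0929). The myca call ended with the replicate block (0.265) and in the 6 libraries with shared numbers fitted unpaired (0.0959, range 0.00121 to 0.265). Without CCDC6-RET tumor 5 spred3 was at 5.31.

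Genes of FGF signalling moved both ways. The FGF receptor partner flrt3 was higher at 3.83 ± 0.24, the receptor-like gene fgfrl1a at 3.14 ± 0.22, the ligand fgf24 at 3.02 ± 0.25 and the receptor fgfr4 at 1.58 ± 0.40. The ligand fgf7 was lower at -5.59 ± 0.51, the receptor-like gene fgfrl1b at -7.57 ± 0.70, and the receptors fgfr3 and fgfr1a at -2.66 ± 0.45 and -0.75 ± 0.29. The fgfrl1b value rests on 6 counts in CCDC6-RET tumors, 5 of them in tumor 3, without which 1 count remained. The ligand fgf10a had 3 counts in CCDC6-RET tumors, all in tumor 3, against 287, a ratio of 67.9 (95% counting interval 23 to 331). Of 26 tested members, 8 were higher and 13 lower, with the same counts adjusted over the list alone, and the list did not pass camera (adjusted p = 0.363, and 0.410 with an estimated correlation). Among 13 RET and RAF genes, 4 were higher and 6 lower, over all genes and adjusted over the list alone (camera adjusted p = 0.827, and 0.852 with an estimated correlation), and the kinase gene araf was at 1.27 ± 0.13. The median of that list was 0.09 while its mean was -1.31 and camera pointed down. The fgfr1a call (edgeR adjusted p = 0.0371) ended when any 1 of these was left out, CCDC6-RET tumor 3 (0.0762) or BRAF(V600E) tumors 1 (0.0708), 2 (0.0632), 6 (0.0557) or 7 (0.0617). It also ended with the replicate block (0.139) and in the 6 libraries with shared numbers fitted unpaired (0.157), with a range of 0.00111 to 0.157. The fgfr4 call ended with the replicate block (edgeR adjusted p = 0.0867) and in those libraries fitted unpaired (0.0512, range 0.000243 to 0.0867).

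Of 25 tested genes of JAK-STAT cytokine signalling, 14 were lower, 1 was higher and 10 did not pass, and adjusted over the list alone 14 were lower and 0 higher, with a median of -0.97 (camera adjusted p = 0.0159, and adjusted p = 0.378 with an estimated correlation). The transcription factor stat6, the inhibitor cish and the kinase pim2 were at -1.93 ± 0.14, -3.49 ± 0.35 and -2.75 ± 0.36. Blood and immune cell markers fell in the same libraries, with medians of -4.57 for T and NK cell, -3.76 for B cell and -4.24 for erythroid genes. Of 28 p53 target genes, 11 were higher and 10 lower, with the same counts adjusted over the list alone (camera adjusted p = 0.586, and 0.584 with an estimated correlation). The antiproliferative genes btg2 and gadd45aa of that list were at -3.81 ± 0.33 and -2.33 ± 0.20, and its median was 0.26 with a mean of -0.03. The BRAF(V600E) fish that the study followed for tumor onset carried a p53 mutation, and whether these tumors did was not given in the sources used here.

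Genes of the cell cycle were higher in CCDC6-RET tumors almost throughout. Cyclin B1, ccnb1 (ENSDARG00000051923, chromosome 5, 54088191 to 54091953), was at 66.3 ± 16.3 CPM against 5.02 ± 0.530 CPM, a log2 fold change of 3.72 ± 0.19, the mitotic kinase nek2 at 4.43 ± 0.31 and the mitotic kinesin kif20ba at 3.96 ± 0.28. Of 45 proliferation genes, 43 were higher and 1 lower, with the same counts adjusted over the list alone and a median of 2.85. Their share of counts was 0.301% ± 0.109 against 0.0708% ± 0.0160, in libraries whose muscle, skin and blood markers were lower as given below. The list passed camera (adjusted p = 1.28e-11) and did not with an estimated correlation (adjusted p = 0.378). It too was partly prompted by genes the study picked, so its direction is not independent evidence.

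Most tested markers of tissues that surround the thyroid in the fish jaw were far lower in CCDC6-RET tumors. Of 47 skeletal muscle genes 45 were lower and 1 higher, with a median of -7.39. Among them were the Z-disc gene ldb3b (-9.99 ± 0.64), the muscle enzyme pgam2 (-9.07 ± 0.56), calsequestrin casq1a (-8.56 ± 0.53) and the myosin light chain mylz3 (-6.16 ± 0.39). Of 23 ionocyte genes 21 were lower and 0 higher (21 lower and 1 higher adjusted over the list alone), with a median of -8.16, or -8.04 with genes at 0 counts set to their bound. The transporter slc12a10.2 was at -7.94 ± 0.39, and the factor foxi3a had 1 count, in CCDC6-RET tumor 3, a ratio of 1252 (95% counting interval 224 to 49488). Of 31 epidermis genes 25 were lower and 3 higher, with a median of -5.29, among them the skin factors tp63 (-4.98 ± 0.32) and grhl3 (-6.83 ± 0.47) and the keratin krt97 (-7.95 ± 0.67). Of 33 cartilage and bone genes 31 were lower and 1 higher, with a median of -6.09, among them the collagen col10a1b (-9.52 ± 0.67), the bone gene scpp1 (-6.66 ± 0.53) and the cartilage factor sox9a (-6.08 ± 0.49). Of 8 heart muscle genes 6 were lower and 2 higher (camera adjusted p = 0.175, and 0.433 with an estimated correlation), with myl4 at -7.48 ± 0.70 and tnnt2a at -6.55 ± 0.79. Single CCDC6-RET libraries moved col10a1b to -10.45 (without tumor 3), krt97 to -8.67 (tumor 2), scpp1 to -7.36 (tumor 6) and tnnt2a to -7.16 (tumor 5), and without tumor 6 myl4 kept 2 counts. Except for ionocytes, the counts adjusted over the list alone were equal to these. In shares of counts, epidermis genes made up 0.693% ± 0.127 against 3.39% ± 0.815 and ionocyte genes 0.00184% ± 0.000142 against 0.301% ± 0.0548. The camera adjusted p was 1.52e-07 for skeletal muscle, 2.48e-07 for ionocytes, 0.000128 for epidermis and 4.13e-06 for cartilage and bone. With an estimated correlation the adjusted p was 0.147 for ionocytes and 0.378 for the other 3 lists.

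**Figure D2:**
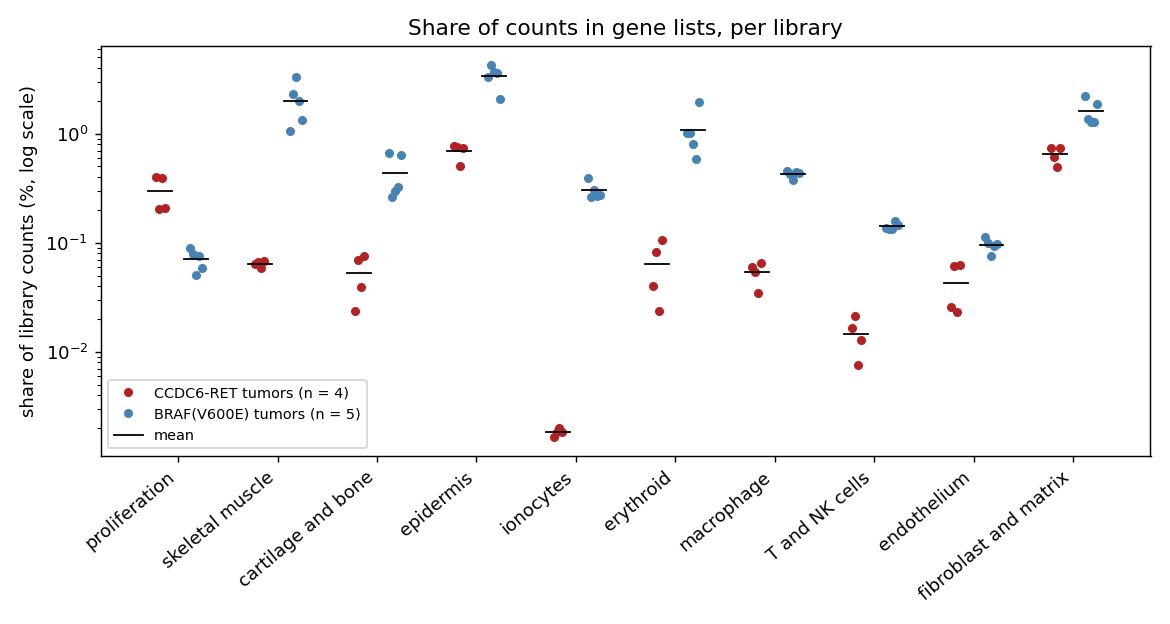
Share of each library's counts (%, log axis) in 10 gene lists, for 4 CCDC6-RET (red) and 5 BRAF(V600E) (blue) libraries, with group means as black lines. Proliferation genes stand at 0.301% against 0.0708%, and ionocyte genes at 0.00184% against 0.301%.

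Most tested blood, immune and stromal markers were lower as well. Of 17 erythroid genes 15 were lower and 0 higher (median -4.24), with alpha globin hbaa1 at 112 ± 80.3 CPM against 2649.9 ± 1036 CPM, klf1 at -6.41 ± 0.51 and gata1a at -3.98 ± 0.34. Of 26 T and NK cell genes 22 were lower and 2 higher (median -4.57), with the T cell factor runx3 at -3.18 ± 0.12 and the chemokine receptor ccr9a at -5.67 ± 0.39, and the receptor il2rb had 2 counts, both in CCDC6-RET tumor 2, a ratio of 843 (95% counting interval 233 to 6968). Of 13 B cell genes 12 were lower and 0 higher (median -3.76). Of 23 macrophage genes 15 were lower and 2 higher (median -1.29), with the lipid carrier apoeb at -7.53 ± 0.82, the kinase hck at -2.96 ± 0.23 and the perforin mpeg1.1 at -2.52 ± 0.32. Of 15 neutrophil genes 11 were lower and 1 higher (median -2.07), with myeloperoxidase mpx at -5.84 ± 0.29 and lysozyme lyz at -7.85 ± 0.45. Of 23 endothelium genes 12 were lower and 1 higher (median -1.13), with the VEGF receptors kdr at -2.71 ± 0.41 and flt4 at -4.77 ± 0.55. Of 34 fibroblast and matrix genes 24 were lower and 2 higher (median -2.34). There postna and col6a1 were at -5.97 ± 0.44 and -3.63 ± 0.36, while the proteoglycan biglycan, bgna, was at 3058 ± 397 CPM against 47.3 ± 18.7 CPM, higher at 6.01 ± 0.33. Without CCDC6-RET tumor 6 klf1 was at -6.99 and flt4 at -5.76, and without CCDC6-RET tumor 2 apoeb was at -8.28. Each of these counts was equal when adjusted over the list alone.

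Most antigen presentation and interferon genes tested were lower too. Of 23 antigen presentation genes 19 were lower and 1 higher (median -2.09), with the proteasome subunit psmb9a at -4.49 ± 0.27 and the peptide transporter gene abcb3l1 at 2 counts against 1927, a ratio of 684 (95% counting interval 189 to 5652). Of 21 interferon response genes 14 were lower and 2 higher (median -1.10), with mxd at -6.25 ± 0.71 and the RNA sensor ifih1 at -1.23 ± 0.19. Without CCDC6-RET tumor 3 mxd was at -7.23. Both counts were equal adjusted over the list alone. The camera adjusted p was 0.000662 for erythroid, 6.17e-06 for T and NK cell, 0.00143 for B cell, 0.00872 for macrophage, 0.0144 for neutrophil, 0.0297 for endothelium, 0.000309 for fibroblast and matrix, 3.70e-05 for antigen presentation and 0.0431 for interferon genes. With an estimated correlation the adjusted p was 0.495 for macrophage, 0.560 for endothelium, 0.410 for fibroblast and matrix, 0.433 for interferon and 0.378 for the other 5. The interferon call ended without CCDC6-RET tumor 2 (camera adjusted p = 0.0582) or 5 (0.0704) and with RLE (0.0502) or ribosomal scaling (0.0945), with a range of 0.0161 to 0.433 over the camera alternatives other than the muscle covariate. The endothelium call ended without CCDC6-RET tumor 2 (0.0854) or 5 (0.0668) and with the replicate block (0.167), with a camera range of 0.00628 to 0.560.

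Several neural and sensory genes were higher in CCDC6-RET tumors without a call for the whole list. Of 23 neuron genes 7 were higher and 8 lower (median -0.73, camera adjusted p = 0.856), with the microtubule gene map2 at 4.02 ± 0.27 and the synaptic vesicle gene syt1a at 3.27 ± 0.22. Of 15 glia genes 3 were higher and 11 lower (median -2.51, camera adjusted p = 0.0806), with the myelin genes mbpa and plp1a at -5.55 ± 0.46 and 3.80 ± 0.34. Of 8 photoreceptor genes tested 6 were higher and 0 lower (median 1.56, camera adjusted p = 0.0679), with the retinal transporter abca4a at 4.65 ± 0.39 and cone transducin gnat2 at 16.8 CPM against 0.508 CPM. Of 4 lens genes 3 were higher and 1 lower, with the crystallin crygs4 at 3.31 ± 0.39, and all 3 tested pituitary and neuropeptide genes were higher, with the binding protein crhbp at 1317 ± 459 CPM against 35.7 ± 8.47 CPM and the tachykinin tac3b at 6.86 ± 0.68. Those lists were too short for camera. Of 6 germ cell genes 3 were higher and 2 lower (camera adjusted p = 0.260), with the meiotic gene sycp1 at 4.40 ± 0.15, and of 19 motile cilia genes 5 were higher and 5 lower (0.862), with the dynein gene dnah12 at 5.82 ± 0.53. With an estimated correlation the camera adjusted p was 0.903 for neurons and motile cilia and 0.378 for glia, photoreceptors and germ cells, and counts adjusted over the list alone were equal for these 7 lists. Except for glia, they were partly prompted by genes the study picked from these samples and are not independent evidence of direction. The photoreceptor list passed camera without CCDC6-RET tumor 2 (adjusted p = 0.0455) or 5 (0.0481), with the replicate block (0.0357) and with ribosomal scaling (0.00677), with a camera range of 0.00677 to 0.378. The germ cell list passed camera with ribosomal scaling (0.0433, camera range 0.0433 to 0.511). Without CCDC6-RET tumor 5 tac3b was at 6.03, without CCDC6-RET tumor 3 gnat2 at 4.16 on the log2 scale, and without BRAF(V600E) tumor 3 dnah12 at 6.45.

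The remaining lists were short or mixed. Of 6 liver genes 5 were lower and 0 higher (camera adjusted p = 0.0431, and adjusted p = 0.378 with an estimated correlation), with retinol-binding rbp4 at -5.96 ± 0.41 and haptoglobin hp at -5.24 ± 0.35. Of 7 gut and pancreas genes 2 were lower and 1 higher (0.373, and 0.537 with an estimated correlation), with agr2 at -4.25 ± 0.47. Of 9 pigment cell genes 6 were lower and 1 higher (0.0678, and 0.378 with an estimated correlation), with the neural crest factor sox10 at -5.18 ± 0.64 (3 of its 6 CCDC6-RET counts lay in tumor 3). Of 35 glycolysis and hypoxia genes 10 were higher and 10 lower, or 9 and 10 adjusted over the list alone (0.522, and 0.863 with an estimated correlation), with the enzyme gpib at -4.95 ± 0.38. Their median was 0.15 while their mean was -0.54 and camera pointed down. Of 21 EMT regulators 5 were higher and 14 lower (0.107, and 0.378 with an estimated correlation), with N-cadherin cdh2 at 2.69 ± 0.15 and the integrin itgb3a at 2 counts against 2434, a ratio of 864 (95% counting interval 239 to 7138). Counts for the liver, gut and pancreas, pigment cell and EMT lists were equal adjusted over the list alone. The liver call ended without CCDC6-RET tumor 5 (camera adjusted p = 0.0623) or BRAF(V600E) tumor 7 (0.0591) and with RLE (0.0523) or ribosomal scaling (0.0763), with a camera range of 0.0335 to 0.378. The pigment cell list passed camera without CCDC6-RET tumor 2 (0.0455), 3 (0.0394) or 6 (0.0298), with a camera range of 0.0298 to 0.378.

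**Figure D3:**
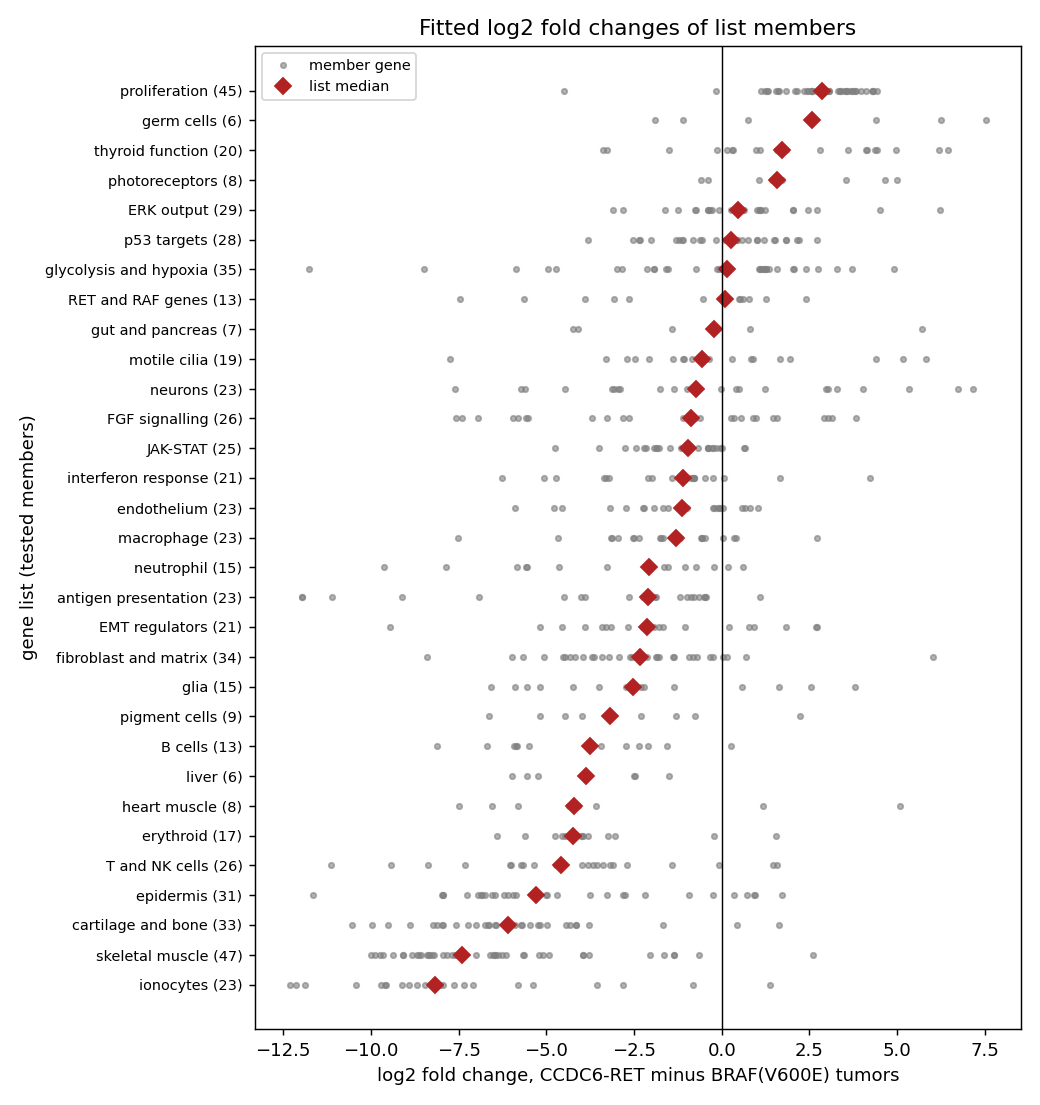
Fitted log2 fold change (CCDC6-RET minus BRAF(V600E), x axis) of each tested member (grey) of the 31 lists with 5 or more tested genes, with the list median (red diamond). Medians run from -8.16 for ionocytes to 2.85 for proliferation, and members of several lists lie on both sides of 0.

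A RET gene signature was sought at a log2 fold change above 4 and an unadjusted p under 0.001. In the edgeR fit 240 genes passed, among them pax2a, tshr, nkx2.4b, etv4, crhbp, bgna and the hoxc genes named above, and the file pairs them with 179 distinct human orthologs. The mirror set at a log2 fold change under -4 held 2395 genes, of which 283 had 0 counts in all CCDC6-RET libraries, while 6 of the 240 had 0 counts in all BRAF(V600E) libraries. With an unshrunken DESeq2 Wald test 363 genes passed the first threshold, with 233 distinct human orthologs. Among the deposited DESeq2 values 144 genes passed it, with 79 distinct human orthologs, and a further 154 genes had a deposited log2 fold change above 4 with the p given as NA. The deposited values held 15761 genes with an adjusted p under 0.05, of which 6274 were higher and 9487 lower in CCDC6-RET tumors. Of 12685 genes called both there and in the edgeR fit, 12685 had the same sign.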

Values the study reported

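The study reported a zebrafish RET gene signature of 178 human orthologs, taken from the comparison of CCDC6-RET with BRAF(V600E) thyroid tumors at a log2 fold change above 4 together with a p threshold.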

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

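The tests of surrounding tissue, of a uniform share of other cells, of a common dilution of thyroid RNA, of leukocytes and of the chromosome 19 region, and the count over all splits for thyroid genes, were chosen after the values were seen, as were the genes named only here.

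Of 294 groups of values of a named gene or library measure, 21 held a library far from the rest by Dixon's ratio. Chance gives about 1 in 20 if values are normally distributed, which low counts are not. A group with counts in a single library and none in the others has a ratio of 1 by construction. CCDC6-RET tumor 3 stood apart for dio2 (ratio 0.982, 6.17 CPM against 0.190 or less), map2 (0.831, 70.5 CPM against 126 or more) and fgfrl1b (0.874, 0.642 CPM against 0.0812 or less). It stood apart for hp (ratio 0.882, 0.642 CPM against 0.244 or less) as well. It also held all CCDC6-RET counts of fgf10a and of foxi3a (ratio 1 each). CCDC6-RET tumor 6 stood apart for pax6a (0.940, 31.6 CPM against 8.99 or less) and ccdc6b (0.929, 36.5 CPM against 28.2 or less). It stood apart for gria4b (ratio 0.858, 0.571 CPM against 0.0812 or less) as well, and CCDC6-RET tumor 5 for dio1 (0.830, 94.3 CPM against 26.7 or less) and hoxc5a (0.920, 20.4 CPM against 2.95 or less). The single count of ca15c lay in CCDC6-RET tumor 5 and both counts of il2rb lay in CCDC6-RET tumor 2 (ratio 1 each). Among BRAF(V600E) tumors, replicate 1 was apart for ca15c (0.719, 274 CPM) and nkx2.1 (0.739, 0.538 CPM), replicate 2 for fgfr4 (0.773, 38.3 CPM), and replicate 3 for fgf10a (0.757, 3.22 CPM), abcb3l1 (0.725, 40.2 CPM) and dnah12 (0.716, 3.48 CPM). Replicate 6 was apart for gria4a (ratio 0.754, 0.913 CPM against 0.292 or less) and held all BRAF(V600E) counts of si:dkeyp-46h3.6 (ratio 1).

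A random grouping of the libraries is argued against for the counts of genes, though 100 splits can give no share below 1 in 100. In the other splits the difference between the tumor types adds to the spread within groups, which lowers their calls. Of 100 splits of the 9 libraries drawn from 126, 1 gave as many calls, the real one, with 13298 genes against at most 3334 in the others. Likewise 1 gave as many genes past the signature thresholds, the real one, with 240 against at most 19. Chance cannot be excluded for the number of lists passing camera with a preset correlation, since 24 of the 100 splits gave the real number of 17 lists or more, and the highest gave 21. Splits that keep most libraries of a tumor type together carry part of the real contrast, so they are no clean comparison for the lists. Yet a split with 2 CCDC6-RET libraries in its first group, nearly balanced between tumor types, gave 20 lists with 0 genes called. Part of the real contrast therefore does not account for every high count. Adjusted p from camera with a preset correlation may be too small.

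The first pattern is the low level of skin, ionocyte, muscle and skeletal markers in CCDC6-RET tumors. Library size or scaling is argued against, since the median of these 4 lists stayed at -6.56 or lower under the 5 scalings tried. A single lower share of all non-thyroid cells was not decided. The medians of 20 lists of other cell types had an SD of 2.76, against at most 2.32 with members shuffled between lists. The permutation p was 1e-04, the smallest that 10000 permutations give. But the shuffle treats genes as independent, while members of a list moved together (estimated correlation 0.567 for skeletal muscle and 0.523 for endothelium). The highest list median, 2.57 for germ cells, came from a list partly prompted by genes the study picked from these samples. More jaw and gill tissue in the BRAF(V600E) samples may account for part of the low marker levels, but the markers tried cannot decide. They were the 5 members of each list most abundant in BRAF(V600E) tumors, so they were picked for a high level there. Of these 20 markers, 17 lay under -4. Among them krt5 was at 54.1 ± 63.4 CPM against 13391 ± 5310.2 CPM (log2 fold change -7.95, and -9.10 without CCDC6-RET tumor 2). The muscle gene ckmb was at 4.01 ± 3.08 CPM against 2592 ± 1459 CPM. More surrounding tissue cannot be told apart from an effect of the oncogene or of a dissection that followed the groups, because all libraries of a group share the oncogene and dissection was not given. The exceptions among the 20 markers were krt4 (-2.20), icn (0.36) and dspa (-0.25). Whether other epithelia, which also express them, supplied these counts was not tested. A biological difference in how RET-driven and BRAF-driven tumors take in or displace surrounding tissue stays open and was not tested.

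The second pattern is the unequal rise of thyroid genes, for which a common dilution of thyroid RNA by other tissue, which would raise no gene beyond tg, is argued against as the whole cause, since 8 of 19 tested list members were raised over tg within libraries by a log2 fold of 1 or more (adjusted exact permutation p of 0.0411 or less), such as pax2a by 5.07 and tshr by 3.61. That list was partly prompted by genes the study picked from these samples for a high fold change, so the count is not independent of that choice, and of the members with a log2 fold change under 4 only duox passed this test over tg (2.28). Of the rest, thraa, slc26a4 and dio2 were lowered under tg, and 8 were not shown to differ from tg, among them pax8 (0.47), slc5a5 (-1.10) and dio1 (-1.26). Without a test another split put 13 members over tg against 9. The ratios of slc26a4 (0 to 2 counts per CCDC6-RET library) and of nkx2.1 (0 to 6 per BRAF(V600E) library) rest on few counts. Scaling without the 50 most abundant genes decides nothing, since a scaling factor moves these genes alike and the log2 fold changes of nkx2.4b, pax2a, tshr, duox and tg spread over 5.22 with and without it. A different state of the thyroid cells under the 2 oncogenes, a change of tg itself, other cells that express these genes and a difference of line or p53 status stay open and untested.

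The third pattern is the absence of psmb8a, psmb10 and psmb12, neighbouring immunoproteasome genes on chromosome 19 (starts 7186913, 7192854 and 7196298), from all CCDC6-RET libraries, against 6724 counts in BRAF(V600E) libraries. Some neighbours were lower too, with mhc1uba at 39.4 CPM against 145 CPM and psmb9a at 1.31 CPM against 30.4 CPM. The neighbour tapbp.1 did not pass, at 3.96 CPM against 6.88 CPM (log2 fold change -0.78, edgeR adjusted p = 0.111). The gene abcb3l1 was nearly absent, at 2 counts against 1927. Both psmb9a and abcb3l1 lie within the psmb8a and psmb10 models, so they are not a contrast from outside that stretch. Fewer leukocytes in the CCDC6-RET samples cannot be told apart from other explanations, since the 3 genes were picked for their absence. Of 77 leukocyte markers 3.90% fell as far as psmb12, whose fall of at least 345-fold is a lower bound. However, only 1 of the 77 markers was at 0, and their median fall of -3.12 would leave 549 counts of the 3 genes. A local difference of the chromosome 19 region between the fish lines, whose reads would miss the reference, may also explain the absence, but overlapping models leave the 3 genes at 1 place on the chromosome, which decides nothing. Shared regulation of these genes stays open and untested.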

How the results depend on the processing

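Scaling on ribosomal protein genes and the 6 libraries without pairing were chosen after the data were seen. Against 6255 genes higher, 7043 lower, 240 past the signature and 2395 past the mirror thresholds, leaving out each library gave 5722 to 6400 higher, 6412 to 7346 lower, 216 to 267 and 2195 to 2617. RLE size factors, total counts, scaling without the 50 most abundant genes, no filter, limma-voom and an adjusted p under 0.01 stayed within 1.5 times where they apply. Against the main scaling the median of all genes shifted by -0.10 with RLE, -0.18 with total counts and -0.56 with ribosomal scaling, which left 3055 genes higher and 5 lists higher. DESeq2, which tested more genes, put 363 past the signature thresholds, and a log2 fold change beyond 1 left 3629 higher by construction.

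The replicate block (6 libraries) gave 4442 higher, 5818 lower, 186 and 1247, and the same libraries unpaired 5331, 6191, 242 and 2048. Equal numbers were not shown to mark pairs. Across genes, deviations from the group means correlated at 0.0334, 0.00765 and -0.0410 for replicates 2, 3 and 6. Replicate 2 correlated best with its own number in both directions, and replicates 3 and 6 did not. A run or clutch shared by equal numbers was not excluded. With the muscle covariate, nearly collinear with the group, 3 were higher, 39 lower, 20 and 170. For lists, 2 higher and 15 lower became 0 and 0 in camera with an estimated correlation (3 at an unadjusted p under 0.05), and 5 and 22 in fry, which does not compare a list with other genes.

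Directions reversed without a call under the muscle covariate for the thyroid (adjusted p = 0.478) and interferon lists (0.383) and for ccdc6b (-0.18), tg (-3.83), SBSPON (-0.39), duox2 (-1.94), CABZ01079847.1 (-0.81), duox (-2.01), nkx2.1 (-0.95), cdh16 (-6.54), pax8 (-1.78), dio2 (1.86), dusp4 (-0.13), dio1 (-0.41), dspa (0.94) and gria4a (-1.62). They did so under ribosomal scaling for ccdc6a (-0.0607), neurons (0.439) and motile cilia (0.606). With the block they did so for RET and RAF genes (0.923), neurons (0.737), gut and pancreas and glycolysis (0.927 each) and cilia (0.496). Some left-out libraries also turned RET and RAF genes (leave-one-out adjusted p 0.433 to 0.958), neurons (0.835 to 0.984) and cilia (0.712 to 0.963), none of them called. Of genes not called, dio1 turned with ribosomal scaling (-0.27), limma-voom (-0.0587), the block (-0.17), its libraries unpaired (-0.20) and without CCDC6-RET tumor 5 (leave-one-out -0.60 to 0.60), slc5a5 with limma-voom (-0.0513), the block (-0.15) and without CCDC6-RET tumor 5 (leave-one-out -0.30 to 1.48), and icn with ribosomal scaling (-0.20). A call arose for icn without CCDC6-RET tumor 5 (0.46) or 6 (0.46) and for dspa with ribosomal scaling (-0.80). The cause was not tested except where the setting itself gives it. With the covariate 130 of 139 called genes followed here lost their call. In simulation with only 200 of 18015 genes changed, the test at these group sizes called 19% of changes of 1. Far more genes differ in these data, so that share does not carry over to them.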

Other observations

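The groups of hox, glutamate receptor and ribosomal protein genes, the clustering tests and the ribosomal scaling were chosen after the values were seen, as were the genes named here.

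Hox genes split by cluster. Of 13 tested, the 3 hoxc genes were higher in CCDC6-RET tumors, with hoxc5a at 6.78 CPM against 0.0775 CPM (log2 fold change 6.23 ± 1.08) beside hoxc3a, whose model spans the other hoxc genes, and hoxc4a. The other 10, from the hoxa, hoxb and hoxd clusters, were lower, such as hoxa3a at 4.63 CPM against 43.9 CPM (-3.28 ± 0.63) and hoxb3a at 1.51 CPM against 23.2 CPM (-4.01 ± 0.83). The 3 stayed higher and every other hox gene with enough counts to be tested stayed lower in all alternatives but the muscle covariate, with 8 tested as lower without BRAF(V600E) tumor 1, 2 or 6 and 9 without 3 or 7 or in the 6 libraries with shared numbers. Of these genes 10 of 12 passed with the replicate block and 12 of 13 in limma-voom. With the covariate 9 were lower and 0 passed. Single CCDC6-RET libraries moved hoxc5a to 4.63 (without tumor 5), hoxa3a to -4.08 (tumor 3) and hoxb3a to -4.63 (tumor 6). Of 12 glutamate receptor subunits tested, 3 were higher and 6 lower. The AMPA receptor subunits gria3b and gria4a were at 471 CPM against 4.44 CPM (6.73 ± 0.48) and at 53 CPM against 0.347 CPM (7.15 ± 1.18). Their relatives gria3a and gria4b were lower, at -3.08 ± 0.65 and -2.91 ± 0.79. The gria4b call ended with the replicate block (edgeR adjusted p = 0.0912) and in the same libraries fitted unpaired (0.0726). Without CCDC6-RET tumor 6 gria4b was at -4.99 and gria4a at 6.24, and without BRAF(V600E) tumor 6 gria4a was at 7.90.

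Cytosolic ribosomal protein genes were higher in CCDC6-RET tumors as a group, 68 of 78 with 0 lower in edgeR and a median of 0.60. That median was 0.41 with total counts and 0.51 with RLE size factors, and 0.01 by construction with libraries scaled on these genes.

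Genes raised in CCDC6-RET tumors lay close together more often than matched random genes. Of the 240 genes past the signature thresholds, 46 had another within 100 kb, against a median of 12 and at most 33 in random sets matched on expression (permutation p = 1e-04, the smallest that 10000 draws give). Overlapping gene models that share reads are argued against as the whole cause, since 32 of 231 remained with 1 gene of each overlapping set kept, against a median of 12 and at most 28 (permutation p = 0.001, the smallest that 1000 draws give). The groups include si:dkeyp-46h3.2, si:dkeyp-46h3.3 and si:dkeyp-46h3.6 on chromosome 19, and cdh16 and rrad on chromosome 7. Models that lie next to each other without overlap were kept, such as tdrd7a and tmod1 on chromosome 1 (end 11541317 and start 11541458). Reads shared between such neighbours, local activation, copy number or tandem copies may each produce the clustering and were not tested. Genes past the mirror thresholds were not tested for clustering.

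Among the deposited values, the genes past the signature thresholds named 79 distinct human orthologs. The edgeR fit gave 179. Whether the list of the study came from the deposited values or another run was not given in the sources used here, so the gap to the value quoted above is left open. How many of these orthologs are on the study's published list was not counted, so near counts do not show equal lists. Of the 240 genes past the thresholds in the edgeR fit, 89 also passed them among the deposited values and 120 had a deposited p of NA.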
